A study of Mus musculus with 9 samples.

How the data were processed

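Gene expression was measured by RNA sequencing in 9 libraries of mouse medial ganglionic eminence (MGE), the ventral forebrain region in which many cortical interneurons are born, at embryonic day 14.5. Per the labels, 4 libraries are controls and 5 are Ctnnb1 knockouts. All carry a Cre recombinase driven by Nkx2-1 regulatory sequence and a yellow fluorescent reporter; knockouts carry 2 floxed Ctnnb1 alleles, control replicate 4 carries 1 and the other controls carry 0. Libraries were made from 500 ng of total RNA with the NEBNext Ultra RNA kit, per the labels' protocols. The labels' protocols mention both collected cells and removed tissue, and do not say which applies to a library, whether cells were sorted, or whether each library came from a separate embryo. The p-values below therefore measure the spread between these libraries, which may in part be technical.

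The deposited values are a signal per gene that is never negative: read counts divided by 1 size factor per library, made by the authors, as the values show. Per the submitters' processing notes, TopHat2 2.1.1, HTSeq 0.9.1, R 3.4.0 and DESeq2 were used with the mm10 build; the role of each tool, the annotation release and the strand setting of the counting are not given in the sources used here. The table held 48526 Ensembl gene identifiers, of which 48058 matched a symbol and 17677 were at 0 in every library. In each library the deposited values were whole multiples of 1 step (all values above 0 within 0.01 of a whole number, largest deviation 5.12e-06), which gave size factors from 0.989 to 1.05 and library totals from 5120585 to 5569444 reads. Depth was therefore alike in the groups. These totals describe depth only. The automated check of units accepted whole reads for too few columns, so no count model was fitted. Gene positions are from GENCODE M21, which uses the same build, with the start and end of each gene counted from 1. If strand was not used in the counting, a gene cannot be told from an overlapping antisense gene, and genes with near-identical copies are uncertain.

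The main test was limma 3.58.1 (with trend and robust, statmod 1.5.0, R 4.3.3) on log2(normalized count + 1), two-sided, over 13780 genes with a mean of at least 10 normalized counts across the 9 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are knockout minus control on that scale, which understates the change of low genes. Errors beside means are standard deviations (SD) between libraries and those beside log2 fold changes are standard errors (SE). Ctnnb1 was also tested with an exact two-sided permutation test over the 126 splits of the libraries. The 31 gene lists were tested with camera at its preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry, which asks whether a list's genes move on balance in 1 direction and compares them with no other genes. Ctnnb1 was left out of every list. The test, the filter, the gene lists, the alternatives and the rule for named genes were set before the data were examined.

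The rule took Ctnnb1; the 12 genes with the largest positive and the 12 with the largest negative log2 fold change among genes past the threshold with a mean of at least 50, no overlap between the groups and a symbol that is not a predicted or clone name; and from each list up to 4 members past the threshold with the smallest p, or up to 2 members where none passed. Other genes named below, among them Axin2, Jup, Tbr1, Reln, Neurod6, Ttr, Lhx6, Gad1 and Nkx2-1, were chosen after their values were seen. The 8 gene families in the closing section, the correction for transcript length and GC content (per-library loess, span 0.5) and the comparison with controls 2 and 3 only (without the control that carried cortical and choroid plexus transcripts and the heterozygous one) were also chosen after seeing the data. Some genes that the rule or the lists took are not reported here by name.

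Alternatives set beforehand were pseudocounts of 0.5 and 8, no filter, a minimum mean of 50, trimmed-mean (TMM) and upper-quartile scaling, limma without trend or robust, library quality weights, the replicate number as a block, embryo sex as a covariate, each library left out in turn, and an added threshold of 1 on the absolute log2 fold change. The TMM factors were computed here from the published formula. The procedure was tested on simulated data for 13780 genes with the group sizes of this comparison: changes of 2 on the log2 scale were recovered for 100% of 50 genes in each direction, changes of -1 for 86% and of 1 for 90%, with 11 false calls among 199. In the simulation, camera called 0 of 30 unchanged lists and 2 of 2 changed lists. No correlation between genes is reported for the simulated lists. In the real data the estimated correlation was 0.916 for the DNA replication list and 0.870 for the mitosis list. The simulation therefore does not show how often camera calls unchanged lists at such correlations.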

Results

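The transcriptome of the medial ganglionic eminence was profiled at embryonic day 14.5 in mice with and without Ctnnb1 knockout. Ctnnb1 encodes beta-catenin, which carries canonical Wnt signals to the nucleus and links cadherins to the cytoskeleton at adherens junctions. The comparison asks how expression in this ventral progenitor region differs when the gene is deleted in cells with a history of Nkx2-1 driven Cre. There were 4 control and 5 knockout libraries, each with 5120585 to 5569444 counted reads and 20274 to 22903 genes above 0. The first principal component, with 49.4% of the variance, placed the controls between -47.9 and -25.3 and the knockouts between 6.75 and 52.5. Correlations of log2 values between libraries were 0.961 to 0.983 within control, 0.960 to 0.984 within knockout and 0.902 to 0.975 between groups. No pair of libraries agreed within sampling noise; the smallest chi-square per degree of freedom within a group was 3.58. By Xist and Y-linked transcripts, both groups held male and female material.

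Ctnnb1 (chromosome 9, 120929216 to 120960507, mm10, a protein-coding gene) was lower in each knockout library than in each control. Its normalized read count was 9828 ± 197 (SD, n = 4) in control and 6789 ± 828 (SD, n = 5) in knockout, 69.1% of the control level. Single knockout libraries held 55.7% to 77.9% of the control mean, lowest in knockout replicate 5 and highest in knockout replicate 2. The log2 fold change was -0.54 (SE 0.0960, adjusted p = 0.000811). The exact two-sided permutation p was 0.00794, the smallest that the 126 splits allow. Counts cover the whole gene, and the exons removed from the floxed allele are not given in the sources used here, so these values do not separate intact transcripts from reads of other exons of a recombined allele. Nor do they show whether cells without recombination were present.

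Sst, Gria1 and Rph3a had the largest increases in knockout among genes with a mean of at least 50 and no overlap between the groups. Sst (chromosome 16, 23889573 to 23890958), the neuropeptide somatostatin of a class of MGE-derived interneurons, rose from 8.01 ± 1.43 to 283 ± 108 normalized counts, a log2 fold change of 4.89 (SE 0.282, adjusted p = 2.86e-06). Gria1 (chromosome 11, 57011387 to 57330244), an AMPA receptor subunit, rose from 21.3 ± 14.3 to 842 ± 407, a log2 fold change of 5.53 (SE 0.836, adjusted p = 0.00236). Rph3a, a synaptic vesicle protein, rose from 10.5 ± 7.81 to 190 ± 93.1. The postsynaptic scaffold gene Dlgap1 (log2 fold change 3.54), the neurexin ligand Nxph1 (2.97), Cntnap3 (2.93), the adhesion molecule Chl1 (2.92), Tmem130 (2.89), the phosphatase Ptprt (2.86), the netrin receptor Unc5c (2.83), Sorcs1 (2.82) and the AMPA receptor partner Cacng2 (2.81) followed. Chl1 stood at 107 in control replicate 1 and at 16.1 to 23.9 in the other controls.

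Among the genes with the largest decreases, Psat1 (chromosome 19, 15904678 to 15947337), an enzyme of serine synthesis, fell from 2531 ± 346 to 747 ± 214 normalized counts (log2 fold change -1.80, SE 0.203, adjusted p = 0.000187). The matricellular gene Ccn1 fell by 1.62 on the log2 scale and the endocytic receptor Lrp2 by 1.60. Ccnd1 (chromosome 7, 144929931 to 144939925), which encodes cyclin D1, fell by 1.51 (SE 0.338, adjusted p = 0.00989), from 1125 ± 495 to 391 ± 134. Peg12 and Cdca7l (both -1.46), Iqgap2 (-1.45), Samd4 (-1.44), Sypl2 (-1.43), Rgcc (-1.42), Ak4 (-1.42) and the LIM homeobox gene Lhx2 (-1.42) completed the group.

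In all, 2369 genes were higher and 2380 lower in knockout, 34.5% of the 13780 tested. Of these, 583 higher and 256 lower genes changed by at least 1 on the log2 scale. The groups did not overlap for 4009 genes, 29.1% of those tested against 1.59% by chance. A further comparison left out control replicate 1, for its cortical and choroid plexus transcripts, and the heterozygous control replicate 4. With control replicates 2 and 3 as the only controls, 1370 genes were higher and 1108 lower. The mitochondrial share of the counts was 1.99% and 1.88% in control replicates 1 and 4, against 1.37% to 1.53% in the other 7 libraries.

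**Figure D1:**
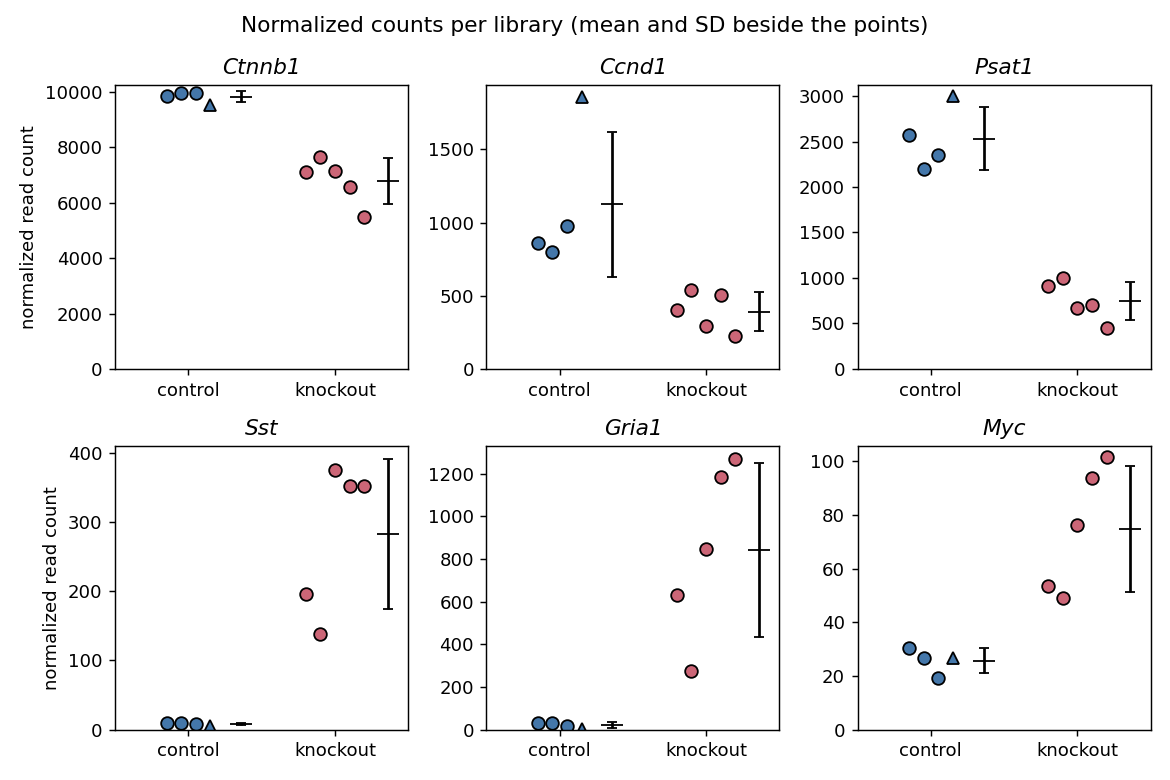
Normalized read count of 6 genes in each library, with the mean and SD of each group beside the points; the triangle is the heterozygous control replicate 4. Ctnnb1 was 9828 ± 197 in control and 6789 ± 828 in knockout, Sst was 8.01 ± 1.43 and 283 ± 108, and all 6 genes separate the groups.

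Genes of the cell cycle were lower in knockout as a group. All 26 measured members of the DNA replication and G1/S list fell, with a median log2 fold change of -1.01. Gins2, part of the replicative helicase, fell from 279 ± 29.1 to 111 ± 33.0 normalized counts (log2 fold change -1.36, SE 0.188), the licensing factor Cdt1 fell by 1.09, the chromatin assembly subunit Chaf1b by 0.86 and the helicase subunit Mcm6 by 0.80. All 28 measured members of the G2/M and mitosis list also fell (median -0.78), among them the mitotic kinesins Kif11 (-0.82) and Kif23 (-0.73), Ckap2l (-0.79) and cyclin B1, Ccnb1, which went from 543 ± 27.2 to 323 ± 54.8. The counts were the same when adjusted over the list alone, 26 and 28. Camera gave adjusted p = 5.56e-12 for the replication list and 4.52e-12 for the mitosis list; for both, adjusted p = 0.722 with an estimated correlation. With control replicates 2 and 3 as the only controls, 17 replication and 22 mitosis genes fell, with medians of -0.89 and -0.79.

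Among markers of ventricular zone progenitors more fell than rose. Of 21 measured radial glia genes, 11 fell and 1, Sox1, rose (median -0.63, mean -0.39; 12 and 2 when adjusted over the list alone). The groups overlapped on the mean log2 score of this list: knockout replicate 4 was at 9.39 and the other knockouts at 8.76 to 9.06, against 9.53 in control replicate 1 and 9.30 to 9.34 in the other controls. Nes, which encodes the intermediate filament nestin, fell from 4123 ± 684 to 2032 ± 309 normalized counts (log2 fold change -1.02, SE 0.130), Sox3 fell by 0.97, vimentin, Vim, by 0.90 and the apical membrane gene Prom1 by 0.76. Of 20 Notch pathway genes, 10 fell and 2 rose (median -0.47; 11 and 2 when adjusted over the list alone). The Notch target Nrarp fell by 0.96 and the Notch modifier Lfng by 0.73, while Dner (1.06) and the ligand Jag2 (1.02) rose. Camera gave adjusted p = 0.00357 for radial glia and 0.0163 for Notch; for both, adjusted p = 0.722 with an estimated correlation. Of 19 genes of the subventricular zone and neurogenic transition, 8 fell and 4 rose (9 and 4 when adjusted over the list alone). In that list Btg2 (-0.74), Tead2 (-0.67) and the Notch ligand Dll1 (-0.57) fell and Sox11 rose (0.57), with adjusted p = 0.281 by camera; 5 genes fell without control replicate 3, and 5 without control replicate 4.

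Genes of migrating interneurons and of neuronal differentiation were higher. Of 26 measured interneuron genes, 20 rose and 0 fell (median 1.14; 22 when adjusted over the list alone), and 18 of 25 pan-neuronal genes rose with 0 that fell (median 0.82; 20 when adjusted over the list alone). Beside Sst and Nxph1, Elmo1 rose by 1.10 on the log2 scale (SE 0.140). The microtubule gene Dcx of migrating neurons rose from 3129 ± 839 to 7701 ± 820 (1.33, SE 0.157), the RNA-binding protein gene Celf4 by 1.27, Stmn2 by 0.95 and Map2 by 0.82. Camera gave adjusted p = 3.27e-11 for the interneuron list, with adjusted p = 0.722 with an estimated correlation. For the pan-neuronal list it gave 3.27e-09, with adjusted p = 0.604 with an estimated correlation.

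Transcripts of dorsal telencephalon and choroid plexus varied beside these groups. In control replicate 1, Neurod6 of cortical neurons was at 626 normalized counts, against 4.98 to 39.2 in the other controls and 18.1 to 79.6 in the knockouts. In that library the cortical gene Tbr1 stood at 266, against 5.98 to 17.1 in the other controls and 21.8 to 45.3 in the knockouts. Transthyretin, Ttr, of the choroid plexus was at 2691 there, against 16.1 to 71.7 in the other controls and 63.3 to 384 in the knockouts. Of 18 measured genes of the dorsal list, 2 fell, Lhx2 and Rorb (-0.95), and 0 rose (median -0.13, adjusted p = 0.710). Without control replicate 1 the median was 0.95 (adjusted p = 0.455), and 2 of these genes, Tbr1 and Reln, rose. Without that control, 21 interneuron genes, 21 pan-neuronal genes and 0 cell cycle genes were higher, and 25 replication and 28 mitosis genes were lower.

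**Figure D2:**
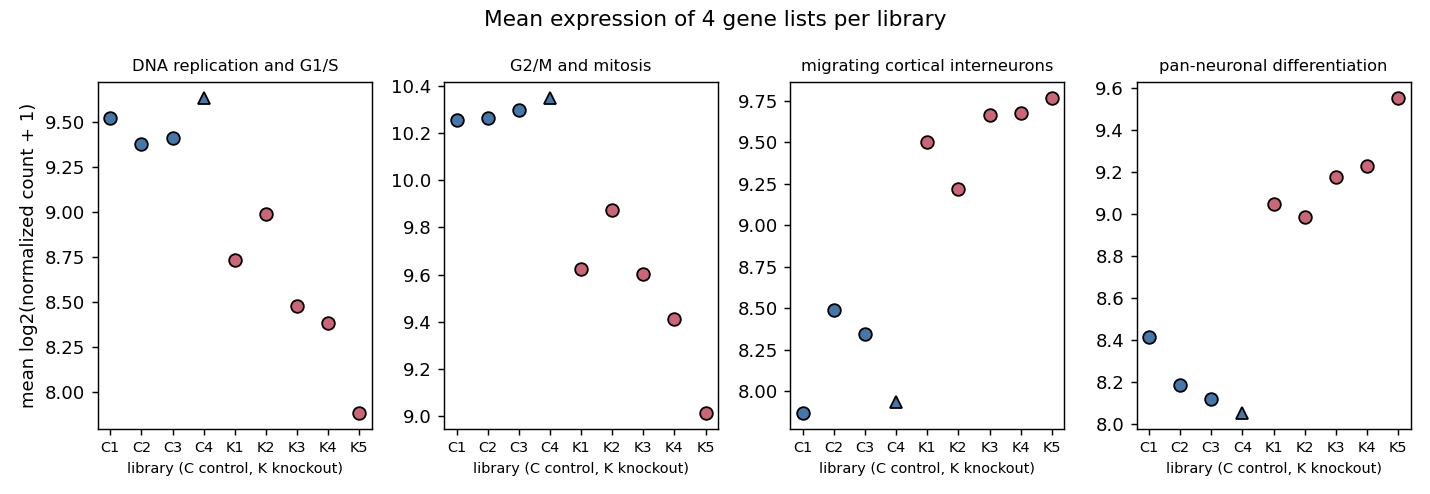
Mean log2(normalized count + 1) of the measured members of 4 gene lists in each library; C is control, K is knockout and the triangle is the heterozygous control replicate 4. On each list every knockout library lies apart from all 4 controls: replication genes reach 7.88 and mitosis genes 9.01 in knockout replicate 5.

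Regional identity genes changed in both directions. Of 14 measured MGE identity genes, 6 rose and 3 fell (6 and 4 when adjusted over the list alone; median -0.06, mean -0.02, camera direction up, adjusted p = 0.890). Sox6 (0.90) and Lmo3 (0.49) rose, as did Lhx6 (0.84), a factor of postmitotic MGE neurons, while the progenitor genes Olig2 (-0.93) and Lmo1 (-0.83) fell. Nkx2-1, which specifies the region, had 5718 ± 1033 and 4442 ± 782 normalized counts (log2 fold change -0.36, adjusted p = 0.0706). Without knockout replicate 2, 5 genes of the list fell, Nkx2-1 among them. With control replicates 2 and 3 as the only controls, 2 rose and 4 fell. Of 15 genes of the lateral eminence and striatum, 3 rose and 3 fell, Zfp503 (1.07), Bcl11b (0.63), Meis2 (-1.15) and Six3 (-0.61) among them. Of 9 caudal eminence genes, 2 rose, Calb2 (2.56) and Egfr, and 1 fell, Nr2f1 (-0.72). That list's median was -0.05, its mean 0.39 and camera's direction up. Egfr did not pass without any 1 of control replicates 1 and 4 or of knockout replicates 1 and 5, and 3 genes of the list fell without control replicate 1. Calb2 stood at 22.2 in control replicate 1 and at 2.98 to 3.99 in the other controls. Of 7 cholinergic and pallidal genes 1 rose, Etv1 (0.82). Camera gave adjusted p = 0.890 for the lateral and caudal lists and 0.710 for the cholinergic list.

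Wnt pathway genes, which beta-catenin serves, did not move together. Of 13 measured target and feedback genes, 3 rose, 3 fell and 7 did not pass (median 0.13, adjusted p = 0.890; 3 and 3 when adjusted over the list alone). Myc rose from 25.8 ± 4.75 to 74.8 ± 23.5 normalized counts (log2 fold change 1.46, SE 0.235, adjusted p = 0.000439), Sp5 from 8.27 ± 2.56 to 37.6 ± 34.1, and the feedback regulator Axin2 from 115 ± 19.2 to 161 ± 24.9 (0.49, SE 0.146, adjusted p = 0.0190). Ccnd1, the secreted Wnt modulator Sfrp2 (-0.74) and Znrf3 (-0.67, adjusted p = 0.0490) fell. The number of these targets that fell was 2 in each fit that left out 1 library other than control replicate 1 or knockout replicate 4. Sp5 stood at 96.6 in knockout replicate 4 and at 11.1 to 34.6 in the other knockouts. By limma, Sp5 had adjusted p = 0.0602 without control replicate 4. Axin2 had adjusted p = 0.0671 without control replicate 3 and 0.0502 without knockout replicate 4. The groups overlapped for both genes. Axin2 was at 132.5 in knockout replicate 1 and 137.1 in control replicate 2. Sp5 was at 11.08 in knockout replicate 5 and 11.12 in control replicate 1. Of 36 ligands, receptors and transducers, 7 rose and 6 fell (8 and 9 when adjusted over the list alone; median 0.08, adjusted p = 0.890). After the correction for transcript length and GC content, 7 rose and 11 fell, and against control replicates 2 and 3 only, 6 rose and 2 fell. The Wnt acylating enzyme Porcn (1.20), Apc (0.84), Pygo1 (0.82) and Bcl9 (0.81) rose, and the receptors Fzd5 (-1.38) and Fzd8 (-1.03) fell.

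Adherens junction and polarity genes also moved both ways. Of 25 measured, 6 rose and 8 fell, and these counts were the same when adjusted over the list alone. Ctnna1, the alpha-catenin of epithelial junctions, fell from 1904 ± 51.4 to 1219 ± 141 normalized counts (log2 fold change -0.65, SE 0.0931), and the junction scaffold Tjp1 fell by 0.63. The neuronal alpha-catenin Ctnna2 (0.54) and the atypical kinase gene Prkcz (1.20) rose. Jup, the beta-catenin homologue plakoglobin, rose from 132 ± 7.48 to 210 ± 60.7 (0.63, SE 0.169, adjusted p = 0.0110). The list's median was near 0, its mean was 0.03 and camera's direction was down (adjusted p = 0.890).

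**Figure D3:**
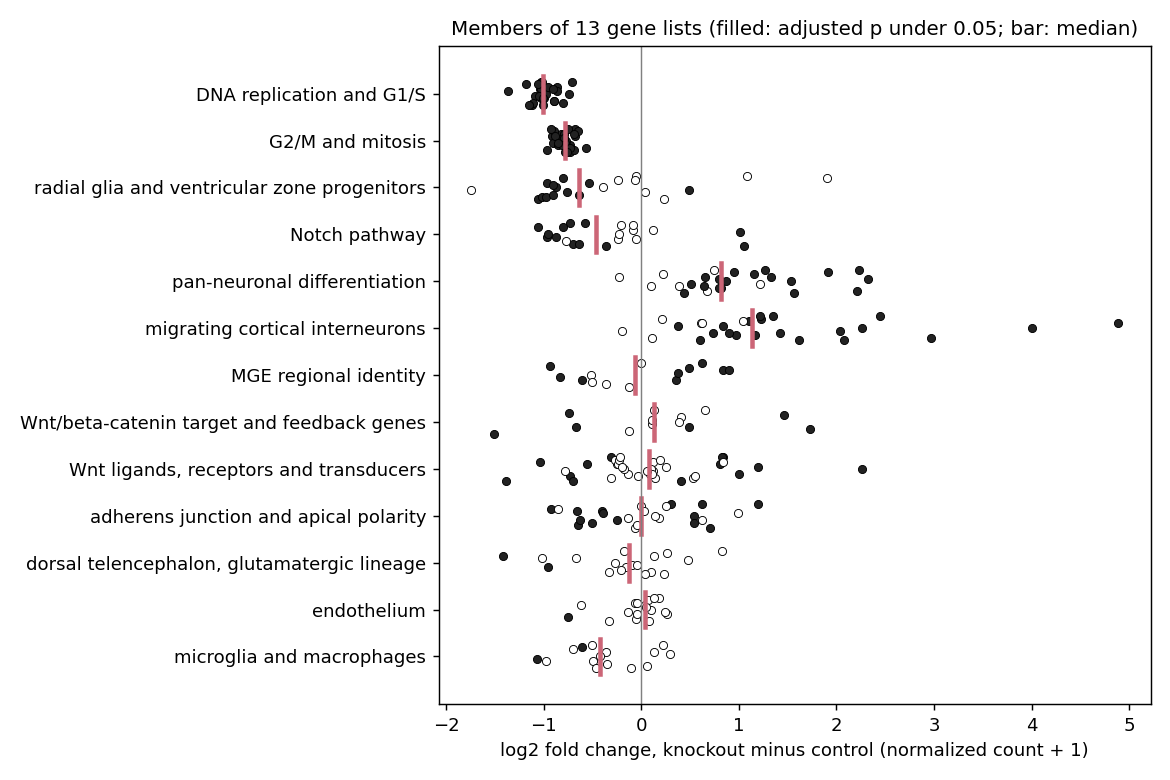
Log2 fold change of each measured member of 13 gene lists, knockout minus control on log2(normalized count + 1); filled points have an adjusted p under 0.05 and the bar is the list's median. All 26 replication and 28 mitosis genes lie below 0, 20 of 26 interneuron genes are filled above 0, and the Wnt and junction lists have filled points on both sides.

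Other signalling lists gave mixed counts. In the FGF list, 4 of 15 genes rose and 2 fell (6 and 2 when adjusted over the list alone). Dusp4, a phosphatase induced by ERK signalling, rose from 165 ± 56.8 to 804 ± 213 normalized counts (2.29, SE 0.253) and Etv5 by 1.93, whereas the receptors Fgfr3 (-1.13) and Fgfr2 (-0.73) fell; camera gave adjusted p = 0.281. Of 14 hedgehog genes 3 fell, Gli3 (-1.17), Hhip and Smo (-0.46), and 0 rose (adjusted p = 0.354); Disp1 rose without knockout replicate 3, and Hhip had adjusted p = 0.0539 without control replicate 3. Of 18 BMP and TGF-beta genes, 5 fell, among them Nog (-1.10), Id4 (-0.94), Bmpr1a (-0.56) and Tgfbr1 (-0.38), and 1 rose, Id3. A further gene of that list rose without control replicate 2 (Bmpr2) or knockout replicate 2 (Id2). Against control replicates 2 and 3 only, 3 rose and 3 fell, and Nog had adjusted p = 0.0593. The BMP list's median was 0.21 and camera's direction was down (adjusted p = 0.890).

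Stress and metabolic lists were not called by camera. Of 18 p53 target genes, 4 rose and 3 fell; Plk2 rose by 1.70 and Trp53inp1 by 0.51, and Rps27l (-0.57) and Aen (-0.43) fell. Against control replicates 2 and 3 only, 3 rose and 0 fell, with adjusted p = 0.0902 for Rps27l and 0.104 for Aen. The p53 list's median was -0.0043, its mean was 0.06 and camera's direction was up (adjusted p = 0.890). Of 16 genes of the integrated stress response and apoptosis, 5 fell, Psat1, Phgdh (-0.94), Atf5, Asns and Atf4, and 1 rose, Ddit3. Without any 1 of control replicates 3 and 4 or of knockout replicates 1, 3 and 5, 0 rose. The number that fell was 2 without control replicate 1 and 3 without control replicate 2, control replicate 4, knockout replicate 1 or knockout replicate 4; 2 rose without control replicate 1 or knockout replicate 2. Asns did not pass without any 1 of control replicates 1 and 4 or of knockout replicates 1 and 4, nor Atf5 without any 1 of control replicates 1 and 2 or knockout replicate 4. Of 12 immediate early and heat shock genes, 4 fell, Arc (-0.94), Btg2, Jun (-0.53) and Hsph1 (-0.42), and 1 rose, Dusp1, which did not pass without control replicate 4. Arc (-0.73, adjusted p = 0.139) and Hsph1 (-0.22, 0.143) did not pass by limma against control replicates 2 and 3 only. Of 16 hypoxia and glycolysis genes, 5 rose and 7 fell, with Ankrd37 (1.19) and Pfkp (0.89) higher and Hk2 (-1.30) and Pkm (-0.36) lower. Camera gave adjusted p = 0.465, 0.281 and 0.890 for these 3 lists. Fry called the stress response list (adjusted p = 0.0102) and the immediate early list (0.0187) beside the 6 lists that camera called.

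Markers of vascular, blood, choroid plexus and hypothalamic cells had few members past the threshold, while libraries of a group differed on some of these lists. Of 17 endothelial genes 1 fell, Mfsd2a (-0.75), with a median of 0.04 and a mean of -0.05. Of 17 genes of pericytes and meninges 0 passed, with Vtn at 0.42 (adjusted p = 0.0899) and Twist1 at -0.70 (0.316). Of 15 microglial genes 2 fell, Ctss (-1.07) among them, and 6 fell without knockout replicate 5. Erythroid genes (9 measured), choroid plexus genes (5) and hypothalamic genes (10) had 0 past the threshold; Hbb-y was at -1.34 (adjusted p = 0.157) and had adjusted p = 0.0377 without control replicate 2, and Otx2, at -0.50 (adjusted p = 0.485), had 0.00437 without knockout replicate 4. The mean log2 score of the hypothalamic list was 2.66 to 5.61 in control and 3.30 to 5.19 in knockout, and that of the choroid plexus list 3.04 to 7.16 and 4.10 to 5.70. Against control replicates 2 and 3 only, the hypothalamic list had a median of 1.28 and adjusted p = 0.0465 by camera, with 1 gene that rose. Clic6 was at 1.09 (adjusted p = 0.494), Lhx5 at 1.01 (0.273), Hba-a2 at -0.83 (0.158) and Tal1 at 0.27 (0.543). Of 10 oligodendrocyte precursor genes, 2 fell, Sox8 (-0.98) and Olig2, and 1 rose, Olig1; Olig1 did not pass without any 1 of control replicates 1, 2 and 4 or of knockout replicates 3 and 5. Of 15 astroglial genes, 4 rose, among them Aqp4 (2.06) and Sparcl1 (0.68), and 2 fell, Fgfr3 and Nfia (-0.60); 2 rose without control replicate 3. Camera gave adjusted p = 0.170 for microglia and 0.890 for the other lists of this group. The 5 measured sex-linked markers had 0 past the threshold (adjusted p = 0.890 for the list).

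The heterozygous control replicate 4, with 1 floxed allele, had 9545 normalized counts of Ctnnb1, 96.2% of the mean of the other 3 controls. It had the lowest Gria1 (1.99), Sst (5.98) and Rph3a (0.996) of all libraries. Its Ccnd1 was 1858 against 802 to 980 in the other controls. Its score on the hypothalamic list, 5.61, was the highest of the 9 libraries, against 2.66 to 3.81 in the other controls, and its Hbb-y was 8834 normalized counts against 793 to 2452. When it was left out, 1847 genes were higher and 1682 lower in knockout. Of these 3529 genes, control replicate 4 lay beyond the other controls on the side away from the knockouts for 1321 (37.4%) and on the side toward them for 504 (14.3%). The corresponding shares were 29.0% and 29.6% for control replicate 1, 6.14% and 52.5% for control replicate 2, and 9.77% and 32.8% for control replicate 3. Each set of genes was called with the other 3 controls, which affects these shares. This is 1 library, so no test of the heterozygous state was made.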

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

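The tests of transcript length and GC content, of stage or dissection, of other brain tissue in 4 libraries, of library scaling and of cells without recombination were chosen after the result was seen. In each group of 4 or 5 libraries, the gap between the highest or lowest library and the nearest of the others was set against the range of the group. Of 304 such groups of values, 24 held a library that stood apart from the rest, where a rate of 1 in 20 by chance gives 15.2. List scores and the genes in them overlap, so these are not independent. Control replicate 1 accounted for 11 of the 24 and knockout replicate 4 for 6.

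Control replicate 1 stood far above the other controls for several genes. Ak4 was at 120.3 normalized counts against 67.3 to 74.7 in the other controls, and Phgdh at 393 against 329.6 to 339. The interneuron gene Calb2 was at 22.2 against 2.98 to 3.99, and the adhesion gene Chl1 at 107 against 16.1 to 23.9. Clic6 of the choroid plexus was at 62.7 against 2.01 to 3.99, and the mesenchymal factor Twist1 at 30.3 against 7.03 to 8.97. On the mean log2 score of a list, this library was high for dorsal telencephalon (7.55 against 4.17 to 4.49), radial glia (9.53 against 9.30 to 9.34) and microglia (5.71 against 4.96 to 5.03), and low for the Notch pathway (7.95 against 8.17 to 8.19). It also had the fewest whole reads, 5120585 against 5361562 to 5390156.

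Cell cycle genes were lower and neuronal genes higher in knockout, while control replicate 1 carried cortical and choroid plexus transcripts and hypothalamic scores were highest in control replicate 4 (5.61), knockout replicate 4 (5.19) and knockout replicate 5 (4.87), against 2.66 to 3.98 in the other libraries. The tables argue against the cortical and choroid plexus cells of control replicate 1 as the whole source, since without control replicate 1, 91 of the 92 called members of the replication, mitosis, interneuron and pan-neuronal lists stayed called in their direction. They also argue against transcript length or GC content, since 92 of the 92 stayed called after a correction that moved other genes. With control replicates 1 and 4 and knockout replicates 4 and 5 left out, 102 of the 105 measured members still went in the direction of their list, which argues against other brain tissue in these 4 libraries as the whole source; the remaining knockouts had higher hypothalamic scores (3.30 to 3.98) than the remaining controls (2.66 and 2.91), so smaller amounts stay open. A difference in stage or dissection between the groups cannot be told apart from genotype, since the labels give 1 stage and no litter. On the signed mean of the called members 0 libraries lay among the other group. These members were called for their difference between the groups, so that separation does not decide the question.

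Knockout replicate 4 stood apart for genes of several lists. Sp5, a Wnt target, was at 96.6 normalized counts against 11.1 to 34.6 in the other knockouts, and the score of the Wnt target list at 6.88 against 5.93 to 6.20. The diencephalic gene Lhx5 was at 50.7 against 5.93 to 15.1, Otx2 at 410.5 against 83.1 to 106, Clic6 at 83.2 against 2.97 to 25.2 and the heat shock gene Hsph1 at 942 against 792 to 799. Otx2 passed as lower in knockout only, among the settings run, when this library was left out (adjusted p = 0.00437 by limma).

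Axin2, Sp5 and Myc rose while Ctnnb1 fell. Library scaling leaves a difference between genes as it is, since 1 factor per library moves all genes alike. The log2 changes of the 3 genes exceeded that of Ctnnb1 by at least 1.03, more than 2 standard errors on either side. The 3 genes were picked for rising while Ctnnb1 fell, so this difference restates the pattern and is no separate test of scaling. Scaling leaves the size of each change open. Dependence on 1 library was seen in part: of 27 calls in fits that leave out 1 library 24 were kept, 9 of 9 for Myc, 8 for Sp5 and 7 for Axin2, with each gene higher in knockout in every such fit. Among the knockouts, Axin2 (193 and 178) and Myc (93.8 and 102) were highest in replicates 4 and 5, which also had the highest hypothalamic scores. Sp5 was highest in knockout replicate 4 and lowest in knockout replicate 5. Other brain tissue was not tested as a source of these rises and stays open. The lowest knockout library held 55.7% of the control mean of Ctnnb1, a value that does not bear on the rise of the 3 genes. Whether cells without recombination were in the dissected tissue stays open, since a deleted allele may still give reads from its other exons. The labels do not say whether cells were sorted on the reporter, and whether such a sort would remove these cells was not tested.

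The other values that stood apart were these. In the heterozygous control replicate 4, Ccnd1 was at 1858 normalized counts against 802 to 980 in the other controls, Bmpr1a at 992 against 873 to 876 and Otx2 at 285 against 143 to 151. In knockout replicate 5, Vtn was at 405 against 204 to 250.2 in the other knockouts. In knockout replicate 2, Id4 was at 262 against 174 to 194. The score of the lateral eminence and striatal list was 6.36 in knockout replicate 3 against 6.64 to 6.70, and that of the oligodendrocyte precursor list 5.81 in knockout replicate 1 against 6.16 to 6.30.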

How the results depend on the processing

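The tests with a length and GC correction and those with control replicates 2 and 3 as the only controls were chosen after the result was seen; the other settings were set before. Ctnnb1 stayed lower and past the threshold under every refit, with a log2 fold change from -0.59 to -0.47 and an adjusted p by limma of at most 0.00724. In every refit, 0 of the called genes were called in the opposite direction. With all 9 libraries and neither block nor covariate, 2072 to 2507 genes were higher and 2108 to 2499 lower. When 1 library was left out, 1847 to 2379 were higher and 1682 to 2416 lower, fewest without control replicate 4. With control replicates 2 and 3 only, 1370 were higher and 1108 lower, from fewer libraries, and 1273 and 1039 of these were shared with the full comparison. A change of at least 1 on the log2 scale left 583 and 256 by construction. Of 100 splits of the libraries drawn from 126, 1 gave as many genes, the real one with 4749. This argues against a chance split of these libraries as the source of the gene counts. The highest other split gave 3738 and differed from the real split only in placing knockout replicate 2 with the controls. The splits treat the libraries as independent. Whether each came from a separate embryo is not known, so a chance difference between a few embryos or litters stays open. The planned edgeR, DESeq2 and voom tests on whole reads were not run, as the unit check accepted whole reads for too few columns. Genes near the depth limit have uncertain folds: Sst, at 5.98 to 9.10 normalized counts in control, changed by 4.97 with a pseudocount of 0.5 and by 4.09 with 8.

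The 6 lists called by camera at its preset correlation stayed called in every refit. With an estimated correlation 0 lists were called, 1 having an unadjusted p under 0.05 (pan-neuronal, 0.0195), with the medians as before: replication -1.01, mitosis -0.78, radial glia -0.63, Notch -0.47, interneurons 1.14 and pan-neuronal 0.82. Fry called 8 lists, adding the immediate early (-0.19) and stress response (-0.16) lists. Over lists and settings, 621 results kept their direction and side of the threshold, 77 medians of lists that were not called changed sign, 7 lists were newly called and 6 lost the call. For named genes the numbers were 2430 kept, 22 changed in sign, all sex-linked, 6 newly called and 48 no longer past the threshold. Medians that changed sign or call follow; the cause was not tested.

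Without a filter the medians were 0.0015 for MGE identity, 0.14 for caudal eminence and 0.062 for p53 targets, and the FGF (0.78) and microglial (-0.44) lists were called. With a minimum mean of 50 they were -0.043 for adherens junctions, 0.12 for MGE identity, -0.27 for lateral eminence, 0.18 for dorsal telencephalon, 0.090 for p53 targets and 0.26 for erythroid genes. For adherens junctions the median was -0.0091 with TMM and -5.0e-04 with upper-quartile scaling. Library quality weights gave 0.055 for MGE identity, 0.11 for caudal eminence, 0.20 for dorsal telencephalon, 0.034 for p53 targets, -0.012 for endothelium and 0.10 for erythroid genes. Sex as a covariate gave -0.010 for adherens junctions, 0.022 for erythroid genes, -0.062 for sex-linked markers, -0.096 for Ddx3y and -0.062 for Eif2s3y. The length and GC correction gave -0.045 for Wnt ligands, receptors and transducers, -0.053 for adherens junctions, -0.034 for endothelium and -0.0043 for pericytes. With control replicates 2 and 3 only, the medians were 0.094 for MGE identity, -0.0042 for lateral eminence, 0.020 for caudal eminence, 0.58 for dorsal telencephalon, 0.10 for p53 targets, -0.11 for endothelium, 0.41 for erythroid genes and 0.11 for hypoxia, and the hypothalamic list was called (1.28). Members past the threshold there were fewer in several lists: 2 Wnt ligands, receptors and transducers fell, and 3 adherens junction, 2 MGE identity and 1 subventricular zone gene rose. In that setting Sp5, Gli3, Iqgap2 and Nr2f1 were among the 15 named genes that no longer passed.

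With the replicate number as a replicate block, 1829 genes were higher, 1681 lower, 7 lists were called and Ctnnb1 changed by -0.47. The numbers do not pair the libraries, as judged by correlations of deviations from the group means. These were -0.117, -0.0916, 0.137 and -0.0406 for same-numbered libraries, and 0 of the 4 pairs correlated best with their own number. The log2 values themselves correlated at 0.902 to 0.975 between groups. Knockout replicate 5 has no partner and adds nothing to that fit. The block gave medians of -0.032 for Wnt ligands, receptors and transducers, -0.0054 for adherens junctions, 0.031 for caudal eminence, -0.19 for pericytes, 0.0015 for erythroid genes, -0.016 for sex-linked markers, -0.016 for Ddx3y and -0.056 for Eif2s3y, and the microglial list was called (-0.56). Gria1 (5.34), Rph3a (4.11), Chl1 (2.83), Ptprt (2.71), Unc5c (2.68), Arc (-0.83), Asns (-0.87), Egfr (0.81) and Nr2f1 (-0.77) were not past the threshold in that fit, with these log2 fold changes, and Hba-a2 (-1.04) was.

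When 1 library was left out in turn, 6 to 7 lists were called. Medians ranged from -0.0020 to 0.50 for Wnt targets, -0.032 to 0.12 for Wnt ligands, receptors and transducers, -0.052 to 0.039 for adherens junctions, -0.27 to 0.18 for MGE identity, -0.059 to 0.10 for caudal eminence and -0.77 to 0.95 for dorsal telencephalon. They ranged from -0.020 to 0.26 for astroglia, -0.031 to 0.043 for p53 targets, -0.14 to 0.11 for endothelium, -0.19 to 0.35 for pericytes, -0.56 to -0.21 for microglia, -0.15 to 0.045 for erythroid genes, -0.030 to 1.58 for choroid plexus and -0.46 to 1.97 for sex-linked markers. The microglial list was called without knockout replicate 5. The log2 fold change ranged from -0.93 to 1.97 for Ddx3y, -0.71 to 2.14 for Eif2s3y, -0.19 to 2.81 for Kdm5d, -0.46 to 1.89 for Uty and -3.11 to 0.21 for Xist.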

Other observations

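The tests of a larger interneuron share, of cortical cells and of the gene families in this part were chosen after the result was seen. Genes of biosynthesis were lower in knockout. Of 23 measured genes of cholesterol synthesis and uptake, 15 fell and 1, Pmvk, rose (median log2 fold change -0.53). Hmgcs1, an early enzyme of the pathway, fell from 2306 ± 107 to 1337 ± 240.4 normalized counts (SD, n = 4 and n = 5; log2 fold change -0.80), and Insig1 fell by 1.18. Of 23 genes of serine, folate and nucleotide synthesis, 18 fell and 2 rose, Aldh1l2 among them (median -0.76). Beside Psat1 and Phgdh, which are also in the stress response list, the folate enzyme Shmt2 fell by 0.84 and Cad, of pyrimidine synthesis, fell from 1238 ± 40.5 to 598 ± 128 (-1.08). By camera, adjusted p was 1.74e-06 for the cholesterol family and 9.52e-08 for the serine family; these were adjusted p = 0.220 and 0.212 with an estimated correlation. Of 74 ribosomal protein genes 22 fell and 1 rose (median -0.26), but between 1 and 28 fell when a library was left out, the scaling was changed or controls were reduced. Their near-identical copies make the counts uncertain. For this family camera gave adjusted p = 8.60e-06, and 0.319 with an estimated correlation.

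Genes of excitability were higher. Of 42 measured genes of voltage-gated sodium, potassium and calcium channels, 29 rose and 0 fell (median 1.09). The potassium channel gene Kcnd3 rose from 158 ± 41.4 to 487 ± 54.8 normalized counts (1.65) and the sodium channel gene Scn3a by 2.22. Of 14 ionotropic glutamate receptor genes 11 rose, among them Gria4 (2.48) and Grin1 (2.02), and Gria3 fell (-0.74). The camera test gave adjusted p = 1.14e-11 for the channels and 9.72e-06 for the receptors; for both, adjusted p = 0.212 with an estimated correlation. Of 55 genes of semaphorins, ephrins, netrins and their receptors, 16 rose and 11 fell (adjusted p = 0.0584), with the ephrin receptor gene Epha5 at 2.78, Sema6b at 2.22 and Sema5a at -1.36. Of 11 protocadherin genes 3 rose, among them Pcdh8 (2.35), and 1 fell (adjusted p = 0.114). Of 20 genes of a YAP and TEAD target signature 5 fell, Ccn1 among them, and 2 rose (adjusted p = 0.0890). Fry gave adjusted p = 0.0182 for the semaphorin, 0.0264 for the protocadherin and 0.0197 for the YAP and TEAD family. The 8 families of this part were assembled after the changed genes were seen, so their p-values are not independent evidence.

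Sst, Gria1 and Rph3a rose in knockout, and of the 3 only Sst is in the interneuron list. Its log2 change exceeded the largest among Lhx6, Gad1, Gad2 and Slc32a1 by 3.65. This compares 1 gene picked for its rise, so a larger share of all migrating interneurons stays open. Whether cortical cells were the source of the Gria1 rise stays open, since only knockout replicates 1 to 3 met a bound on cortical transcripts. In these 3 of the 5 knockouts the summed Neurod2, Neurod6 and Tbr1 was 65.2 to 86.5 normalized counts. The bound was the highest sum of control replicates 2 to 4, 87.4. Gria1 was 276 to 849 in these 3 knockouts, against 1.99 to 30.8 in control replicates 2 to 4. Of the summed genes, Tbr1 went the other way, at least 21.76 in these knockouts against at most 17.1 in these controls. The sum was above the bound in knockout replicate 4, at 146, and in knockout replicate 5, at 241. The bound was set after these values were seen, so the 3 libraries that met it do not decide the question. In control replicate 1 the sum was 1301 and Gria1 33.4, against Gria1 of 276 to 1267 in the knockouts.

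Single knockout libraries differed in how far they lay from the controls. Knockout replicate 2 held 77.9% of the control mean of Ctnnb1, 276 normalized counts of Gria1 and a first component of 6.75. Knockout replicate 5 held 55.7%, 1267 and 52.5. With 5 libraries no correlation was computed.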
